A study of Arabidopsis thaliana and Medicago truncatula and Solanum lycopersicum with 15 samples.

How the data were processed

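Open chromatin was measured by ATAC-seq, in which the Tn5 transposase cuts accessible DNA in nuclei and adds sequencing adapters at the cuts. Per the labels' protocols, 50000 nuclei went into each transposase reaction, and plants grew on vertical agar plates. Nuclei came from root tips cut at 1 cm in Arabidopsis thaliana, Medicago truncatula, tomato and rice, or from the differentiated root zone of Arabidopsis for hair and non-hair epidermal cells. INTACT is an affinity purification in which a nuclear envelope tag is biotinylated in chosen cells and the tagged nuclei are captured on streptavidin beads. The alternative purification for Arabidopsis root tips was sedimentation in sucrose after tissue lysis. A sample of purified Arabidopsis genomic DNA is listed among the 15 samples and was not analysed here.

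The deposited data used here were 14 region lists, 1 per sample, each with 3 columns that hold a sequence name, a start and an end in base pairs. The authors named the HOMER caller, its region mode and a setting of 150 in the names of these lists. The aligner, the read filters, the caller version and any pooling step are not stated in the labels or in the lists. The lists carry no score, height or p-value for a region, so width was used wherever a ranking was needed. They also carry no read totals, so the sequencing depth of each sample is unknown, and no number below is corrected for depth. The number of regions and the covered length therefore combine accessibility with how much was sequenced and how regions were called.

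Each list has a commonest width, shared by 16.9% to 38.5% of its regions, which ranged from 127 bp to 305 bp between lists. How this width was set is not stated, and a difference in it between lists changes how many regions are listed and how wide they are. Tomato sequence names carry the build tag SL2.50, and no build is named for the other species. A gene table of the Arabidopsis assembly TAIR10.1 was given, and no region was assigned to a gene because the build of the lists is not named. The planned results on position against genes and on hair and non-hair gene lists were for that reason not run, and no nearest gene or promoter gene is reported. Coordinates are printed counted from 1, in the numbering of the lists.

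Groups were taken from the sample labels, with 2 biological replicates in each of 7 groups. No label gives a sequencing batch or date. No pair of replicates held identical regions. A region overlapped another when they shared at least 1 bp. Regions found in both replicates of a group were the joined extents of overlapping regions. The overlap of 2 lists was also expressed as base pairs in both as a percent of base pairs in either (Jaccard). Random overlap came from 1000 placements of the regions within their own sequence, and the smallest p-value these can give is 0.000999. Percentages of regions have 95% Wilson intervals, which cover counting error only and not the spread between plants.

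Values per list were compared with exact two-sided permutation tests. With 2 lists against 2 there are 6 assignments and the smallest p is 0.333. With 4 lists against 2 there are 15 assignments and the smallest p is 0.0667. The 4 species were compared over the 105 ways to pair 8 lists, with the between-species share of the sum of squares on the log2 scale as the statistic and 0.00952 as the smallest p. The same 105 pairings served for the 8 Arabidopsis lists. Benjamini-Hochberg adjustment ran over the 12 tests between Arabidopsis groups and over the 6 tests between species. The 3 ways to part 4 lists 2 and 2 were counted for regions confined to one side.

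The design, the tests, most alternatives and the rule for named regions were fixed before the data were examined. The rule took the 3 regions with the highest mean width percentile over both replicates among those confined to a group. The alternatives were the widest 50% of each list, joining of regions under 500 bp apart, numbered nuclear chromosomes alone, a reciprocal overlap of 50%, equal numbers of the widest regions per list, random shifts of 10 to 100 kb, the replicate number as a block, and leaving out each replicate. Regions per Mb of genome from known chromosome lengths were not run, since no lengths were used. The span up to the last region end replaced them. This span and a minimum width of 305 bp were chosen after seeing the data. The interval routines were tested on simulated hair and non-hair lists with 23400 regions, where 13 of 13 planted numbers were recovered. The simulated regions had similar widths and lay well apart, so this says nothing about counts from lists with close neighbours. Computation used Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and Matplotlib 3.10.9.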

Results

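Accessible regions were compared in 14 samples from 7 groups with 2 biological replicates each. Root tip nuclei purified by INTACT were profiled in Arabidopsis (Col-0), Medicago (A17), tomato (M82) and rice (Nipponbare). Root tip nuclei of Arabidopsis were also purified by sucrose sedimentation. Nuclei of hair cells and of non-hair cells were captured with INTACT from mature Arabidopsis root segments, with the tag under the ADF8 promoter for hair cells and the GL2 promoter for non-hair cells. Read totals were not used here, so the depth behind each list is unknown, and the list itself is the only measure of how much was detected.

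The number of regions per list ranged from 11819 in sucrose root tip replicate 1 to 184463 in tomato replicate 1. Replicates of the INTACT root tips of Arabidopsis held 23422 and 23812 regions. Those of the sucrose root tips held 11819 and 15930 regions. Medicago replicates held 35757 and 41368 regions, and tomato replicates held 184463 and 165153. The rice replicates differed 2.05-fold, with 26318 and 53923 regions. Hair cell replicates held 52373 and 35679 regions, and non-hair replicates held 52278 and 31212. The commonest region width also differed within rice, at 305 bp in replicate 1 and 144 bp in replicate 2.

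**Figure D1:**
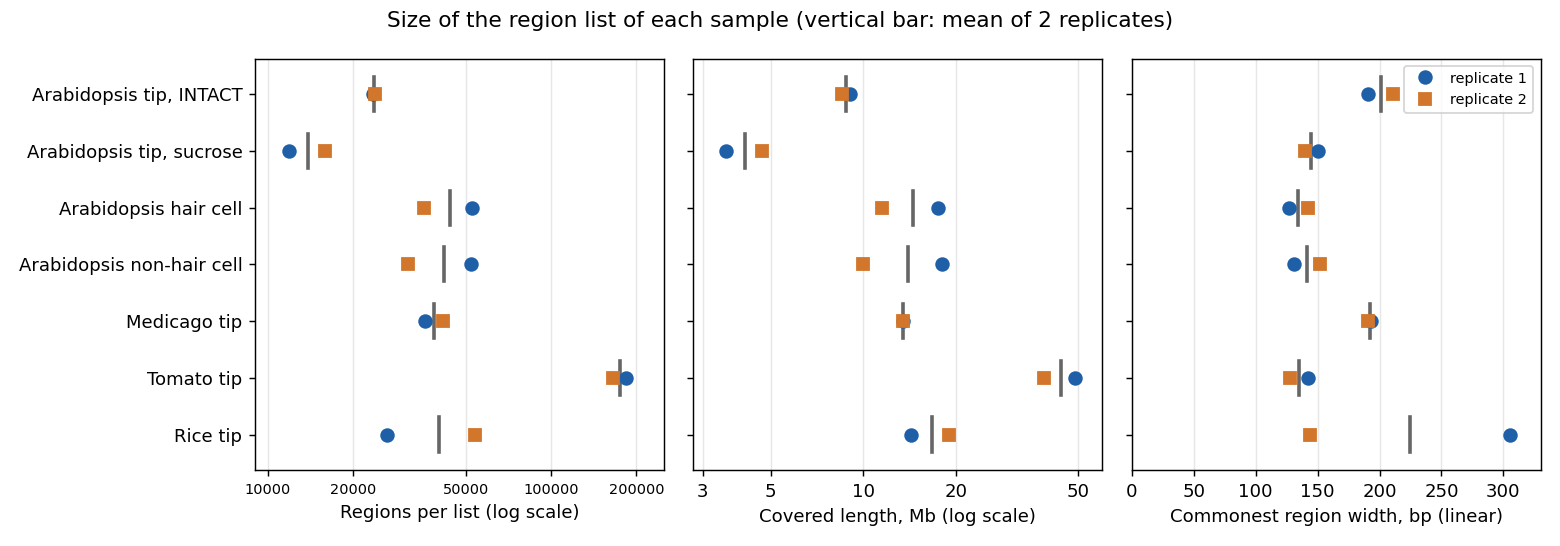
Number of regions (log axis), covered length in Mb (log axis) and commonest region width in bp (linear axis) of each of the 14 lists, with circles for replicate 1, squares for replicate 2 and a vertical bar at the mean of both. The rice replicates lie far apart in number (26318 and 53923 regions) and in commonest width (305 and 144 bp), while the Arabidopsis INTACT replicates nearly coincide in number.

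Replicate lists were compared first, since they set the error of every later comparison. In Arabidopsis INTACT root tips, 56.4% of the regions of replicate 1 (95% Wilson interval 55.8 to 57.1) and 56.8% of those of replicate 2 overlapped the other replicate. Random placement gave means of 13.9% and 13.7%. In sucrose root tips the overlaps were 90.7% and 67.0%, against random means of 7.80% and 5.82%. In Medicago they were 64.0% and 57.3%, in tomato 50.2% and 59.3%, and in rice 87.3% and 47.4%. For non-hair cells, 54.6% of the regions of replicate 1 and 98.7% of those of replicate 2 overlapped the other list. For hair cells the overlaps were 62.9% and 99.1%. None of the 1000 random placements reached the observed overlap in any of the 14 lists (permutation p = 0.000999, the smallest these placements can give). A reciprocal overlap of 50% moved the tomato value most, from 59.3% to 28.0% of the regions of replicate 2.

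By base pairs, the Jaccard overlap of replicates was 38.2% for INTACT root tips, 61.5% for sucrose root tips, 41.8% for Medicago, 29.5% for tomato, 43.2% for rice, 52.8% for non-hair cells and 62.5% for hair cells. Regions found in both replicates numbered 12910, 10548, 22180, 84479, 22243, 28356 and 32748 in the same order. Regions found in a single replicate were narrower than those found in both. In INTACT root tip replicate 1, for example, their median widths were 242 bp and 395 bp.

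The purification comparison asked whether INTACT and sucrose sedimentation give the same regions from the same tissue. INTACT lists held 23617 ± 276 regions (SD, n = 2) and sucrose lists 13874.5 ± 2907 regions (SD, n = 2), a ratio of 1.70. Covered length was 8.79 ± 0.355 Mb with INTACT and 4.13 ± 0.762 Mb with sucrose (SD, n = 2), a ratio of 2.13. The mean region widths were 372 ± 19.4 bp and 298 ± 7.55 bp (SD, n = 2), or 364 ± 19.4 bp and 280 ± 3.83 bp on the numbered chromosomes alone (SD, n = 2). On the log2 scale the difference in number was 0.77, above the pooled replicate SD of 0.216. Both INTACT lists exceeded both sucrose lists, but the exact permutation p of 0.333 is the smallest that 2 against 2 lists allow (Benjamini-Hochberg adjusted 0.444 over 12 tests). Restricting each list to regions of at least 305 bp moved the log2 difference most, to 1.42.

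Of the 10548 regions found in both sucrose replicates, 9211 (87.3%, 95% Wilson interval 86.7 to 87.9) overlapped regions found in both INTACT replicates. In the other direction, 8832 of 12910 INTACT regions did so (68.4%, 67.6 to 69.2). Random means were 9.85% and 7.97%. With equal numbers of the widest regions per list, the order of these percentages changed, to 66.4% of sucrose regions and 85.0% of INTACT regions. Regions in both INTACT lists and neither sucrose list numbered 1722, and the reverse numbered 112. The crossed way to part the 4 lists, with INTACT replicate 1 and sucrose replicate 2 on one side, gave 1717 and 86, nearly as many. Parting by replicate number gave 389 and 367. With the 11819 widest regions of each list, 1459 regions were confined to one side by purification, 789 in the crossed way and 734 by replicate number. The 1459 consisted of 361 INTACT-only and 1098 sucrose-only regions, the reverse of the order in whole lists. This cut dropped no region of sucrose replicate 1 but removed the narrower regions of both INTACT lists. Whole lists gave 112 sucrose-only regions, so most of the 1098 arose from the cut. Neither this reversal nor that of the percentages therefore shows a difference between purifications. The whole-list counts rested on the replicates used. Without INTACT replicate 1 the INTACT-only count was 11719 and the sucrose-only count was 1341. The mean Jaccard overlap between an INTACT and a sucrose list was 38.5%, against 38.2% between the INTACT replicates and 61.5% between the sucrose replicates. The cross values ranged from 33.0% to 45.7%, so by this measure INTACT and sucrose lists differed from each other on average no more than the INTACT replicates did.

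The INTACT-only regions of highest width rank lay on chromosome 3 from 18014093 to 18014909 and from 15568961 to 15570077, and on chromosome 4 from 7925277 to 7926021. The 3 sucrose-only regions of highest rank all lay on chromosome 2, from 3404629 to 3405261, from 3474621 to 3475231 and from 3295308 to 3295802. They were absent from the INTACT root tip lists but not from the epidermal INTACT lists. Both non-hair lists and hair replicate 1 held regions overlapping all 3, and hair replicate 2 overlapped all but the first. No genome build is named for these coordinates, and no annotation was read at them. A window from 3.2 to 3.5 Mb was chosen after these positions were seen. It was 28.3 ± 0.145% covered in sucrose lists and 16.7 ± 0.438% in INTACT lists (SD, n = 2). Hair and non-hair lists covered 16.0 ± 0.0639% and 17.0 ± 0.681% of it (SD, n = 2). The rest of chromosome 2 was 3.27 ± 0.633% covered in sucrose lists and 7.83 ± 0.131% in INTACT lists (SD, n = 2). Of the 112 sucrose-only regions, 6 lay in the window, and none of the 1722 INTACT-only regions did.

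**Figure D2:**
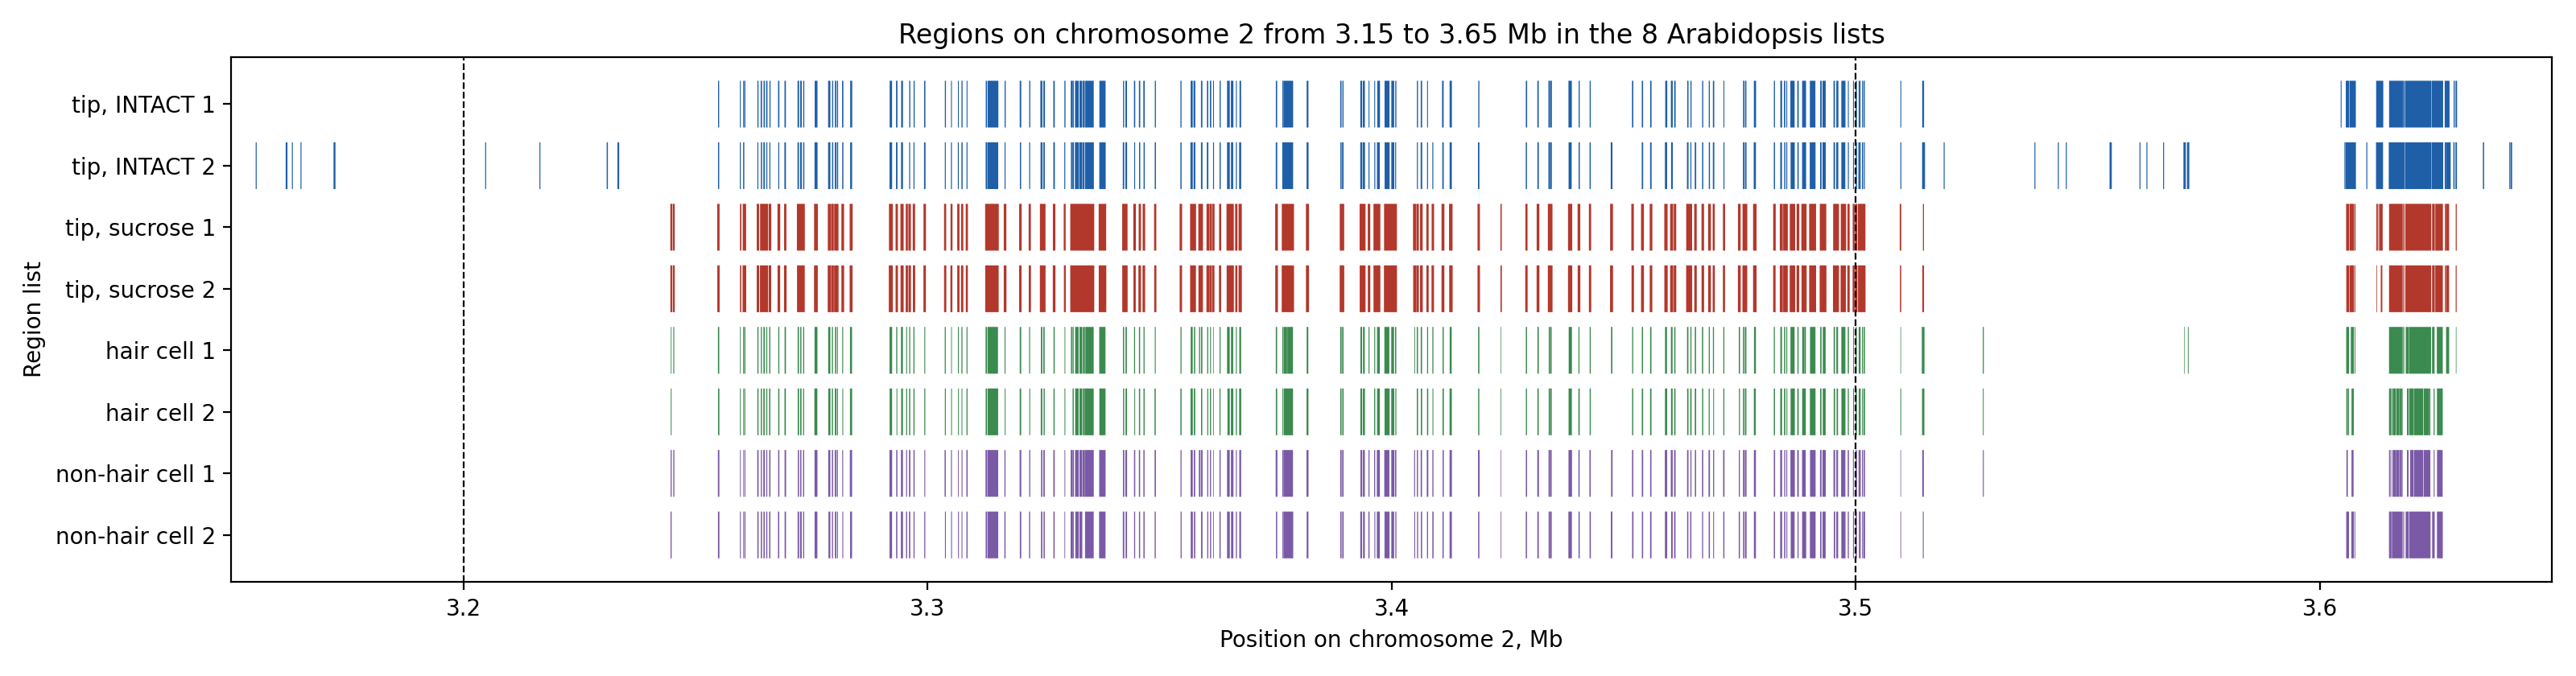
Regions of the 8 Arabidopsis lists on chromosome 2 between 3.15 and 3.65 Mb, drawn to scale along the horizontal axis in Mb with a line of bars per list, and dashed lines at 3.2 and 3.5 Mb. Between the dashed lines the sucrose lists cover 28.3% of the window and the INTACT lists 16.7%, and INTACT replicate 2 has further bars on either side of it that no other list has.

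The cell type comparison asked which accessible regions separate hair cells from non-hair cells. Hair cell lists held 44026 ± 11804 regions and non-hair lists 41745 ± 14896 regions (SD, n = 2), which differed by less than the spread between replicates (exact permutation p = 0.667, without a replicate block). The number was higher in replicate 1 of both cell types, so that spread is shared by the groups. Of 32748 regions found in both hair replicates, 26469 (80.8%, 95% Wilson interval 80.4 to 81.2) overlapped regions found in both non-hair replicates. Of 28356 non-hair regions, 26354 (92.9%, 92.6 to 93.2) overlapped hair regions. Random means were 19.9% and 22.5%. A reciprocal overlap of 50% lowered these shares to 70.7% and 86.8%.

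Regions in both hair lists and neither non-hair list numbered 512. Their median width was 180.5 bp, against 364 bp for all joined regions found in both hair replicates. Regions in both non-hair lists and neither hair list numbered 156. Their median width was 196 bp, against 393.5 bp for all joined regions found in both non-hair replicates. Single lists decided these counts. The hair-only count was 6787 without hair replicate 2 and 6405 without non-hair replicate 1, and the non-hair-only count was 7215 without non-hair replicate 2. The same 4 lists can be parted 2 and 2 in 3 ways. Parted by cell type, 668 regions were confined to one side. Parted by replicate number, 9989 were, of which 9983 were confined to the longer replicate 1 lists and 6 to the replicate 2 lists. In the crossed way 313 were. With the 31212 widest regions of each list, the counts were 1324, 3054 and 608, and the 3054 consisted of 1891 regions of replicate 1 and 1163 of replicate 2. The split by cell type was therefore not the one with the most confined regions in either form. With 3 splits, no share of splits can fall under 0.05.

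**Figure D3:**
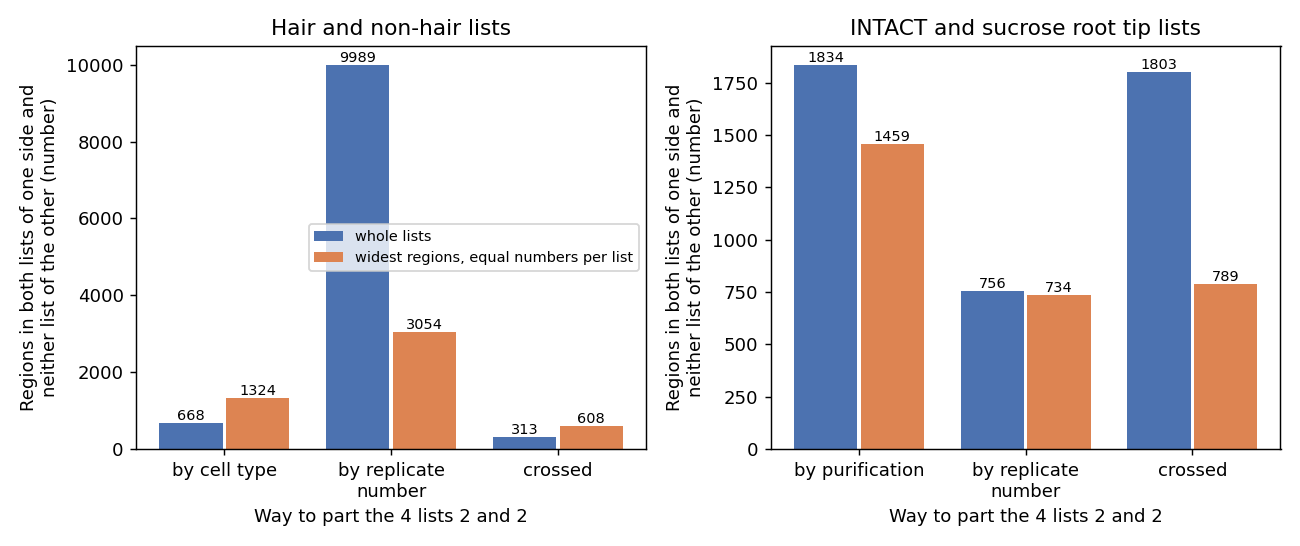
Number of regions present in both lists of one side and neither list of the other, for each of the 3 ways to part 4 lists 2 and 2, with blue bars for whole lists and orange bars for equal numbers of the widest regions per list. For hair and non-hair cells the split by replicate number has the highest bars (9989 and 3054 regions), and for root tips the whole lists give nearly equal bars by purification (1834 regions) and for the crossed split (1803 regions), while equal lists give 1459 by purification and 789 crossed.

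The hair-only regions of highest width rank lay on chromosome 5 from 11184665 to 11185273 and from 9346311 to 9346729, and on chromosome 1 from 10553393 to 10553879. The non-hair-only regions of highest rank lay on chromosome 2 from 6358080 to 6358511, from 7434119 to 7434610 and from 10376481 to 10377270. The build of these coordinates is not named either.

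Jaccard overlaps between hair and non-hair lists of the same replicate number were 74.7% and 69.4%, above the 62.5% of the hair replicates and the 52.8% of the non-hair replicates. Over all 8 Arabidopsis lists, replicate pairs had a mean Jaccard overlap of 53.8% and other pairs 38.1%. Of the 105 ways to pair these lists, 6 gave a difference as large (exact permutation p = 0.0571).

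**Figure D4:**
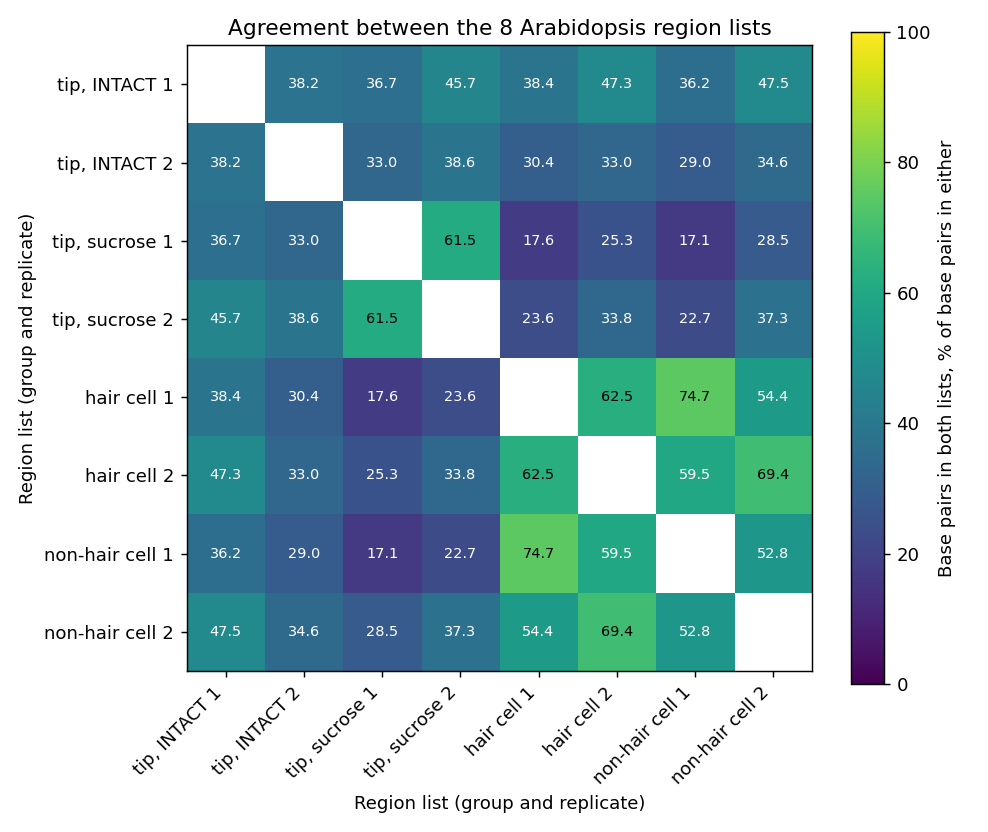
Base pairs in both lists as a percent of base pairs in either, for each pair of the 8 Arabidopsis lists, labelled by group and replicate. The highest values join hair and non-hair lists of the same replicate number (74.7% and 69.4%), above the replicate pairs of hair cells (62.5%) and non-hair cells (52.8%).

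Root tips and single cell types were compared as a description, since they come from different root zones. The 4 epidermal lists held 1.82 times as many regions as the INTACT root tip lists, a log2 difference of 0.86 against a pooled replicate SD of 0.379. All 4 epidermal lists exceeded both root tip lists (exact permutation p = 0.133, smallest possible 0.0667, Benjamini-Hochberg adjusted 0.4 over 12 tests). Joining regions under 500 bp apart moved the log2 difference most, to 0.53. Of the 12910 INTACT root tip regions, 93.7% overlapped hair regions and 91.7% overlapped non-hair regions. In the other direction, 38.5% of hair regions and 43.4% of non-hair regions overlapped root tip regions.

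Regions on the numbered chromosomes that met no region of the other 7 Arabidopsis lists made up 4.96% of INTACT root tip replicate 1 (1155 regions) and 18.4% of replicate 2 (4362 regions). The share was 11.6% in non-hair replicate 1 and 9.10% in hair replicate 1, and it ranged from 0.145% to 0.381% in the 4 remaining lists. Windows of 500 kb were ranked by the regions of the other lists. The 60 windows with the fewest held 1757 of the regions unique to INTACT replicate 2, and the 60 windows with the most held 1024, a ratio of 1.72. The ratio was 0.194 for regions unique to INTACT replicate 1, 0.640 for non-hair replicate 1 and 0.378 for hair replicate 1.

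**Figure D5:**
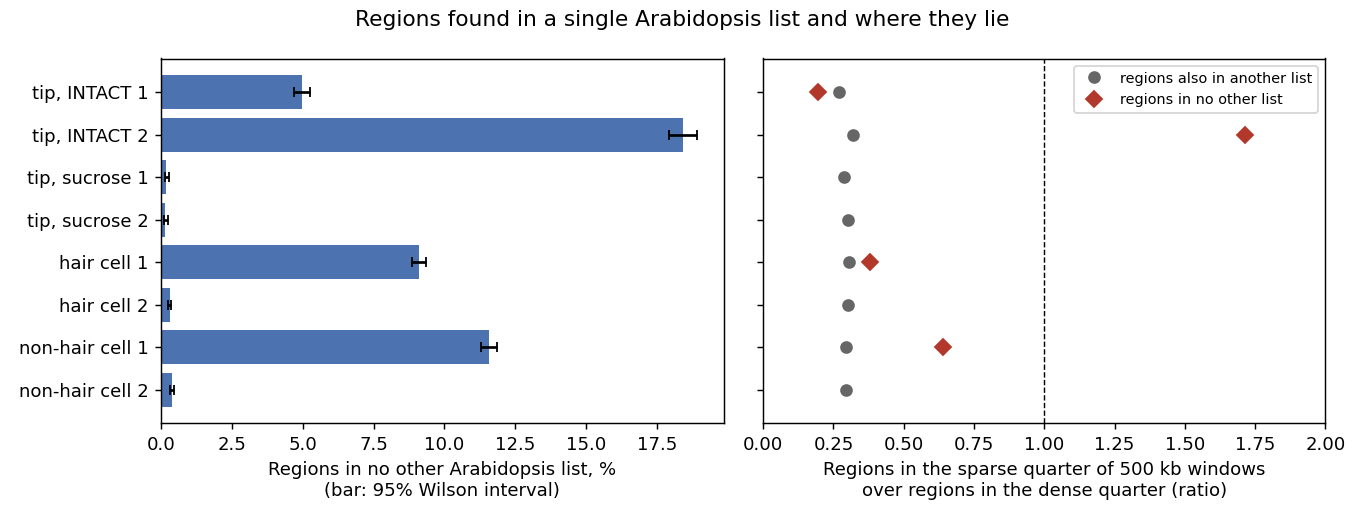
Left, percent of the nuclear regions of each Arabidopsis list that meet no region of the other 7 lists, with 95% Wilson intervals as error bars, and right, the number of regions in the 60 sparsest windows of 500 kb over the number in the 60 densest. Red diamonds are regions in no other list (drawn for lists with at least 1000 of them) and grey circles are the remaining regions; INTACT root tip replicate 2 stands apart with 18.4% and a ratio of 1.72.

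The species comparison described how many regions and how much sequence were accessible in root tips of 4 species. INTACT lists held 23617 ± 276 regions in Arabidopsis, 38562.5 ± 3968 in Medicago, 174808 ± 13654 in tomato and 40120.5 ± 19520 in rice (SD, n = 2). Species accounted for 94.3% of the sum of squares of the log2 number (exact permutation p = 0.0667, adjusted 0.1). Regions of at least 305 bp moved this exact p most, to 0.00952, with 95.5% of the sum of squares. That cut is the commonest width of rice replicate 1 and was chosen after seeing the data. It lies below the median width of rice replicate 1 (453 bp) and above that of replicate 2 (277 bp). The longer rice list therefore lost the larger share, so the lower p is no added evidence of a species difference. Covered length was 8.79 ± 0.355 Mb in Arabidopsis, 13.5 ± 0.0434 Mb in Medicago, 44.0 ± 7.16 Mb in tomato and 16.7 ± 3.34 Mb in rice (SD, n = 2). Species accounted for 97.6% of its sum of squares (exact permutation p = 0.00952, adjusted 0.0571), and no other pairing of the 8 lists reached that value.

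Median widths were 296.5 ± 13.4 bp in Arabidopsis, 272 ± 35.4 bp in Medicago, 179 ± 15.6 bp in tomato and 365 ± 124 bp in rice (SD, n = 2). Differences between species in width were not beyond the permutation threshold (77.4% of the sum of squares, exact p = 0.105, adjusted 0.105). The lower tomato width reversed when regions under 500 bp apart were joined, from a log2 difference to Arabidopsis of −0.73 to 0.040. The wider rice median rested on replicate 1, without which the log2 difference changed from 0.30 to −0.098. Per Mb of numbered chromosome up to the last region, lists held 197 ± 2.39 regions in Arabidopsis, 95.5 ± 8.54 in Medicago, 216 ± 17.1 in tomato and 107 ± 52.3 in rice (SD, n = 2; exact permutation p = 0.0667, adjusted 0.1). The covered share of that span was 7.18 ± 0.296%, 3.29 ± 0.0785%, 5.36 ± 0.875% and 4.47 ± 0.895% (SD, n = 2; exact permutation p = 0.0190, adjusted 0.0571).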

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

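The test in this part was chosen after the counts had been seen. No comparison was about mitochondrial sequence, but it carried regions in the 4 Arabidopsis root tip lists, which are counted in the whole-list values of the report. INTACT root tip replicates 1 and 2 held 132 and 120 mitochondrial regions, and the sucrose replicates held 115 and 115. Each of these lists also held 2 chloroplast regions. The mitochondrial regions covered 139 ± 1.39 kb in INTACT lists and 174 ± 0.393 kb in sucrose lists (SD, n = 2), a ratio of 1.25. The 4 epidermal lists, with 171542 regions together, named no organelle sequence, and neither did the 6 root tip lists of Medicago, tomato and rice.

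The authors' filtering of organelle regions from the epidermal lists would leave 0 organelle regions there, and 0 were found. A lack of organelle reads in those samples would leave 0 as well, so these explanations cannot be told apart without reads or a stated filter. A difference between whole root tips and purified epidermal cells was not tested, and the root tip lists of the other species name no organelle sequence either. Without organelle regions the log2 covered length of INTACT against sucrose was 1.15 against 1.09, and the mean width in sucrose lists was 280 ± 3.83 bp against 298 ± 7.55 bp (SD, n = 2). The number of mitochondrial regions and their length do not measure how many reads were mitochondrial, so the larger covered length after sucrose sedimentation says nothing about the purity of those nuclei.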

How the results depend on the processing

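Counts of alternatives cover 34 results with 203 alternative values, of which 74 left out a replicate. Of the 129 others, 66 stayed within the spread or the Wilson interval or on the same side of the threshold, 60 moved by more than that or, for counts, by over 1.5 times, 2 passed a threshold that the reported value did not pass, none lost it, and 1 reversed (tomato width with regions joined). In 14 of the 66 the setting fixed the outcome, namely 7 region numbers under the widest 50% and 7 values of lists with numbered chromosomes alone, which leaves 52. Of these, 7 are p-values at the smallest possible value under both forms of random placement, which say little about stability. Another 3 of the 52 are replicate block values, which no pairing of the lists can change. Among log2 ratios larger than the pooled replicate SD, 2 of all 203 alternative values changed sign, that one and rice width without rice replicate 1. Smaller ratios also changed sign: Medicago width against Arabidopsis went from −0.12 to 0.0024 without Medicago replicate 2, and hair against non-hair number from 0.077 to between −0.25 and 0.50 across the 4 fits that each left out a replicate. The alternatives with a minimum width of 305 bp and per Mb of span, and all those for hair against non-hair number, were chosen after seeing the data. Position against genes, the hair and non-hair gene lists and regions per Mb of known chromosome length were not run. Causes were not tested except where the construction of an alternative fixes them.

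With a reciprocal overlap of 50%, which by construction lowers overlap, replicate overlap (as a percent of the list with fewer regions) was 46.6% in INTACT root tips, 84.4% in sucrose root tips, 52.6% in Medicago, 28.0% in tomato, 66.5% in rice, 77.3% in non-hair and 83.0% in hair lists. INTACT regions shared with sucrose were 58.7%, sucrose shared with INTACT 64.1%, hair shared with non-hair 70.7% and non-hair shared with hair 86.8%. The confined counts were 3245 INTACT-only, 836 sucrose-only, 1077 hair-only and 425 non-hair-only regions.

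With equal numbers of the widest regions per list, the replicate overlaps in the same order were 55.5%, 81.2%, 59.6%, 56.0%, 71.8%, 85.9% and 89.3%. The shared percentages in the same order were 85.0%, 66.4%, 86.2% and 91.3%, and the confined counts 361, 1098, 791 and 533. The order of INTACT-only and sucrose-only counts changed under this setting, which removes more regions from the longer INTACT lists and so makes sucrose regions confined.

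With regions under 500 bp apart joined, the replicate overlaps were 61.5%, 91.9%, 66.7%, 67.0%, 88.6%, 98.8% and 99.2%, and the shared percentages 72.1%, 88.9%, 86.3% and 95.3%. Hair-only regions fell to 233 and non-hair-only regions to 68. The log2 number of tomato against Arabidopsis fell to 2.26, and the log2 width of tomato against Arabidopsis changed from −0.73 to 0.040. The species test on number passed 0.05 (93.8% of the sum of squares, exact permutation p = 0.0476).

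With the widest 50% of each list, the replicate overlaps were 60.5%, 89.8%, 67.4%, 52.0%, 93.2%, 97.9% and 98.7%, and the shared percentages 62.6%, 85.6%, 79.4% and 91.7%. INTACT-only regions numbered 1129 and sucrose-only regions 186. This setting fixes ratios of region numbers by construction, so for those it is void. With numbered nuclear chromosomes alone, the tomato replicate overlap was 59.1% against 59.3%. With regions of at least 305 bp, the log2 number was 1.42 for INTACT against sucrose and 1.61 for tomato against Arabidopsis. The species test gave 95.5% (exact permutation p = 0.00952), but this cut removes a larger share of the longer rice list. With random shifts of 10 to 100 kb, the excess of the tomato replicate overlap over chance fell from 48.9 to 36.3 percentage points. In all 7 groups the permutation p was 0.000999 before and after, the smallest it can be, so it cannot show such changes.

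Leaving out each replicate gave these ranges. The log2 number of INTACT against sucrose went from 0.57 to 1.00, its log2 covered length from 0.91 to 1.29, and the log2 number of rice against Arabidopsis from 0.16 to 1.19. The log2 width of rice against Arabidopsis went from −0.098, without rice replicate 1, to 0.61. INTACT shared with sucrose went from 38.5% to 84.2%, sucrose with INTACT from 74.5% to 98.1%, hair with non-hair from 55.8% to 98.3% and non-hair with hair from 63.0% to 99.4%. INTACT-only regions went from 2035 to 11719, the latter without INTACT replicate 1, and sucrose-only regions from 202 to 1341, the latter also without INTACT replicate 1. Hair-only regions went from 568 to 6787, the latter without hair replicate 2, and non-hair-only regions from 177 to 7215, the latter without non-hair replicate 2. A region need then be in only 1 list of that group, so such counts rise by construction, while a list left out of the opposite group lets more regions count as confined.

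With the replicate number as a block, the log2 number of INTACT against sucrose was 0.78 and the log2 covered length 1.10, against 0.77 and 1.09. The log2 number of hair against non-hair was 0.098 with the block, against 0.077. Each group holds each number once, so these block values are the same under any pairing of the lists. They differ from the main values only through averaging on the log2 scale and cannot show whether a block matters. The labels give only a shared number. As a check of the pairing, INTACT and sucrose lists of the same number had Jaccard overlaps of 36.7% and 38.6%, and the other pairs 45.7% and 33.0%. Hair and non-hair lists of the same number had 74.7% and 69.4%, and the other pairs 54.4% and 59.5%. Unknown depth limits all region numbers, because a list from fewer reads can hold fewer regions.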

Other observations

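In this part, the tests of organelle filtering in the epidermal lists, of commonest width against number, of mitochondrial sequence on chromosome 2, and of random placement of unique regions were chosen after the results they bear on had been seen.

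In the hair and non-hair lists, 15.0 times as many regions were confined to a replicate number as to a cell type. Nearly all of them, 9983 of 9989, were in the longer replicate 1 lists, as longer lists would give. A difference in list length was tested with the 31212 widest regions of each list. The ratio fell to 2.31 and stayed above 1, with 1891 and 1163 regions on the sides of replicates 1 and 2. In whole lists the replicate 2 side held 6 regions, so the cut itself makes regions confined. The test therefore cannot decide how much of the ratio list length accounts for. A depth difference that also changes widths stays open. A shared preparation or sequencing batch is a candidate explanation that the labels do not record and that was not tested. A cell type difference that is small next to this variation stays open.

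Rice replicate 1 held fewer regions than rice replicate 2, and its commonest width was 305 bp against 144 bp. Joining regions under 500 bp apart brought the ratio of region numbers to 0.57 and not near 1, which argues against nearby sites merged by a wider commonest width as the whole cause. Its regions overlapped the other rice list by 75.3 percentage points more than random placement did, which argues against a list from another organism. Another rice tissue under this label was not tested, and a difference in depth stays open.

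Sucrose lists held fewer regions than INTACT lists. Fewer regions called from the same set would leave at least 80% of sucrose regions within the INTACT regions, and 87.3% were. The bar of 80% cannot decide the question, because lists from another root zone pass it as well. Single hair and non-hair lists, which are longer than the INTACT lists, overlapped from 92.5% to 97.7% of the regions of single sucrose lists. By the same measure, INTACT replicate 1 overlapped 96.1% and 92.3% of the regions of sucrose replicates 1 and 2. INTACT replicate 2 overlapped 83.3% and 75.5%. For regions found in both replicates, the percentage within INTACT regions was 64.1% with a reciprocal overlap of 50% and 66.4% with equal list lengths. It ranged from 74.5% to 98.1% when each replicate was left out. A smaller sample of the same set and an effect of the purification itself both stay open.

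Epidermal lists held more regions than INTACT root tip lists. Without organelle regions the log2 ratio was 0.87, which decides nothing, because these are too few of the root tip regions to move it. After joining regions under 500 bp apart it was 0.53, above the pooled replicate SD of 0.379, which argues against sites divided by a narrower commonest width as the whole cause. Depth, root zone and cell type stay open and untested. Across groups, the list with the smaller commonest width held more regions in 5 of 7 replicate pairs (exact sign test p = 0.453, two-sided), so the commonest region width of the list does not account for the order in all 7 pairs.

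Sucrose lists covered more of chromosome 2 between 3.2 and 3.5 Mb than INTACT lists, while they covered less of the rest of that chromosome. The window is 0.252% of the numbered chromosomes and held 5.36% of the sucrose-only regions. Mitochondrial reads placed at nuclear sequence like the mitochondrial genome are a candidate explanation. In sucrose replicate 1, the covered positions of the window matched the mitochondrial track with a highest correlation of 0.374 across 50 bp bins, and 16 of 100 other nuclear windows matched as well. The test compares region positions and not sequence, and the explanation cannot be told apart from others without a genome sequence. A biological effect was not tested.

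INTACT root tip replicate 2 held more regions seen in no other Arabidopsis list than replicate 1. Its Jaccard overlap was also lower than that of replicate 1 with each of the 6 lists of the other Arabidopsis groups. Without the regions at the commonest width of each list, the share was 11.3% (95% Wilson interval 10.8 to 11.8) in replicate 2 and 2.35% (2.14 to 2.58) in replicate 1, a difference of 8.98 percentage points. This argues against regions at the commonest width as the whole cause. Background reads spread evenly along the chromosomes were tested by density. A ratio of at least 0.5 between sparse and dense windows had been set beforehand as what even background would give, and the observed 1.72 met it. The ratio of 0.640 in non-hair replicate 1 met it too, and 0.378 in hair replicate 1 did not. A later and stricter comparison placed the same regions of INTACT replicate 2 at random and kept those that met no other list. This gave ratios from 1.19 to 1.65 with a mean of 1.40. The observed 1.72 was above all 1000 placements, so even background alone gives too low a ratio. A preference for sequence that is sparse in the other lists, from reads of repeated sequence or from the plants themselves, is a hypothesis that was not tested. For INTACT replicate 1 the ratio was 0.194, below all placements. Such placements were not run for the hair and non-hair lists.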
